# Duplication of a promiscuous transcription factor drives the emergence of a new regulatory network

**DOI:** 10.1038/ncomms5868

**Published:** 2014-09-10

**Authors:** Ksenia Pougach, Arnout Voet, Fyodor A. Kondrashov, Karin Voordeckers, Joaquin F. Christiaens, Bianka Baying, Vladimir Benes, Ryo Sakai, Jan Aerts, Bo Zhu, Patrick Van Dijck, Kevin J. Verstrepen

## Abstract

The emergence of new genes throughout evolution requires rewiring and extension of regulatory networks. However, the molecular details of how the transcriptional regulation of new gene copies evolves remain largely unexplored. Here we show how duplication of a transcription factor gene allowed the emergence of two independent regulatory circuits. Interestingly, the ancestral transcription factor was promiscuous and could bind different motifs in its target promoters. After duplication, one paralogue evolved increased binding specificity so that it only binds one type of motif, whereas the other copy evolved a decreased activity so that it only activates promoters that contain multiple binding sites. Interestingly, only a few mutations in both the DNA-binding domains and in the promoter binding sites were required to gradually disentangle the two networks. These results reveal how duplication of a promiscuous transcription factor followed by concerted *cis* and *trans* mutations allows expansion of a regulatory network.

## Abstract (web summary)

The molecular basis of transcriptional regulation evolution following gene duplication is poorly understood. Here the authors show how duplication of a promiscuous fungal transcription factor followed by concerted *cis* and *trans* mutations generates a novel regulatory network.

Gene duplication is believed to be an important driver of evolution because duplicated genes often diverge and evolve new functions^1^,^2^,^3^,^4^,^5^,^6^,^7^,^8^,^9^,^10^. Such gene duplication events occur relatively frequently, with at least 50% of prokaryotic genes and over 90% of eukaryotic genes estimated to have emerged by gene duplication^11^,^12^,^13^,^14^.

The emergence of new genes with novel functions might require reprogramming and/or extension of the regulatory network to ensure that the new paralogues are properly expressed^9^,^12^,^15^,^16^,^17^. Specifically, differential regulation of newly duplicated genes may be important to avoid ‘paralogue interference’, a situation where the duplicates interfere with each other’s function^17^. Gu *et al.*^15^ suggested a model of asymmetrical regulatory evolution of paralogue genes after the duplication, where the regulation of one gene copy evolves rapidly, while the other copy retains the ancestral expression profile. In keeping with this theory, several global genome-wide studies confirm that paralogues are often differentially expressed and show an increased rate of expression divergence. This likely reflects the need for cells to evolve specific regulatory programs for the ancestral and novel gene functions that emerge after the duplication event^8^,^12^,^15^,^16^,^18^,^19^,^20^,^21^,^22^.

While the number of studies demonstrating divergent transcriptional regulation of paralogues is increasing, few studies have investigated the molecular details underlying regulatory divergence. Some authors emphasize the importance of loss and gain of *cis*-regulatory elements in the evolution of paralogue regulation^19^,^22^,^23^,^24^,^25^,^26^. It has been demonstrated that whereas the number of *cis*-regulatory elements shared between two paralogues drops with their age, the total number of regulatory elements in their promoters remains the same, implying that a loss of regulatory motifs is compensated by gain of novel regulatory motifs^23^. Similarly, Ihmels *et al.*^22^ reported a large-scale loss of a specific *cis*-regulatory element from the promoters of dozens of genes following the whole-genome duplication in the yeast lineage. This event led to a major transcription network reprogramming and allowed optimization of anaerobic growth in *Saccharomyces cerevisiae*.

Apart from the importance of *cis* changes in the promoters of duplicated genes, changes in *trans*-acting factors (that is, transcription factors that regulate the paralogues) may also play a crucial role in the evolution of paralogue gene regulation. It has been shown that only 2–3% of the divergence in paralogue expression is explained by changes in *cis*-regulatory motifs^27^. Several studies further suggested that duplication of transcription factors may be an important mechanism that allows rewiring of existing regulatory networks or the development of new regulatory circuits^12^,^17^,^28^,^29^.

Teichmann and Babu^12^ proposed three basic scenarios of gene regulation after duplication that contemplates changes in both *cis* and *trans* regulatory elements. In the first scenario, both copies of the gene can stay under regulation of the same transcription factor, which is an expected outcome if the paralogues do not develop different functions, but are conserved because of dosage effects^7^,^11^,^30^. Alternatively, a newly duplicated paralogue can become a part of another (existing) regulatory network, for example after gaining a novel *cis*-regulatory element (that is, a transcription factor binding site that did not occur in the promoter of the ancestral gene). However, some cases of neofunctionalization, where one of the paralogues acquires a completely new function, may require a completely novel regulatory circuit. A third scenario therefore involves the generation of a new regulatory cascade by duplication and functional divergence of an existing transcription factor, so that each of the two paralogue target genes becomes regulated by one of the two newly duplicated transcription factors. However, the concerted duplication and evolution of a target and its transcription factor seems unlikely and intuitively requires a large number of concerted evolutionary events, except perhaps following a whole-genome duplication event^2^,^31^,^32^,^33^,^34^,^35^.

To investigate these scenarios, we focus on the regulation of the *MAL* genes in yeast. The *MAL* genes comprise three-gene subfamilies (*MALT*, *MALS* and *MALR*) that allow uptake and metabolism of various disaccharides, with each subfamily showing multiple duplication and neofunctionalization events^36^. The *MALT* subfamily encodes transporter proteins that allow active import of the sugars. Once inside the cell, the disaccharides are hydrolyzed by the MalS glycosidases. Some of the intracellular disaccharides are believed to bind the MalR regulator proteins, and these complexes activate the expression of the *MALS* and *MALT* genes^37^.

We have previously shown that the *MALS* genes in *S. cerevisiae* underwent several duplication events, with some of the paralogues gaining a novel hydrolyzing activity towards α 1–6 glycosidic bonds (found, for example, in isomaltose and palatinose), while other MalS paralogues retained the ancestral preference for α 1–4 glycosidic bonds (for example, in maltose)^7^,^36^. Similarly, the MalT transporters also underwent duplication and functional divergence, with some of today’s paralogues importing α 1–6 substrates, while others maintained the ancestral selectivity for α 1–4 glycosides^36^.

Here we investigated how the regulation of the *MALT* and *MALS* genes evolved after their duplication and functional divergence. We show that the present-day *S. cerevisiae MAL* genes are regulated specifically; that is, the palatinose-specific genes are activated only in response to palatinose-like sugars, whereas the maltose-specific paralogues are only activated by maltose-like sugars. We demonstrate that this specific regulation of the two paralogue groups became possible because the ancestral transcription factor MalR that regulated the ancestral *MALS* and *MALT* genes also underwent duplication. One new MalR paralogue activates the expression of novel *MALS* and *MALT* responsible for palatinose utilization, while the other MalR paralogue activates maltose-specific target genes. Furthermore, we establish a mutational path that explains how the differential regulation of both classes of paralogue target genes could have evolved without suffering from paralogue interference. Together, our results provide a detailed molecular view of how gene duplication can result in the emergence of a new transcriptional network.

## Results

### The *MAL* regulatory network allows specific regulation

The genome of the laboratory strain *S. cerevisiae* KV5000 harbours two functional *MALT* (transporter) and four functional *MALS* (maltase/isomaltase) genes. Following duplication, the activity of the MalS paralogues diverged, with Mal12 and Mal32 showing activity towards α 1–4 glycosides like maltose, and Ima1 and Ima5 hydrolyzing α 1–6 glycosides like isomaltose and palatinose. The two MalT paralogues show a lower degree of specialization, with Mal31 exclusively transporting α 1–4 glycosides, and Mal11 transporting both α 1–4 and α 1–6 disaccharides^7^,^36^.

We first investigated whether expression of different *MALS* and *MALT* genes is regulated specifically by the sugar they show activity for. We therefore fluorescently tagged each of the four *MALS* and two *MALT* target genes in the wild-type (wt) strain and evaluated their expression in medium containing either maltose (α 1–4 disaccharide) or palatinose (α 1–6 disaccharide) using fluorescence microscopy. Figure 1a shows that the *MAL* gene regulation in *S. cerevisiae* is specific: most of the genes are only activated in presence of their respective substrate sugars (maltose or palatinose), and not in presence of the sugar for which they do not show activity. One notable exception is the *MAL12* hydrolase gene, which shows activity towards α 1–4 disaccharides, but also seems to be activated by the α 1–6 disaccharide palatinose. However, this gene shares a bidirectional promoter with the *MAL11* transporter gene, which transports both types of disaccharides. Hence, the aspecific activation of *MAL12* in palatinose may be a consequence of the need to activate *MAL11*, which encodes the only transporter that allows uptake of α 1–6 disaccharides like palatinose.

We have demonstrated previously that the *MALR* transcription factor genes *MALX3* and *YFL052W* are crucial for growth on maltose and palatinose, respectively^36^. To further investigate which of these transcriptional regulator genes is responsible for activation of which target gene(s), we deleted these *MALR* genes and investigated the effect on *MALT* and *MAL*S activation. Deletion of *MALX3* (Fig. 1b) abolishes the expression of the maltose-specific hydrolase genes *MAL12* and *MAL32*, and the maltose-specific transporter gene *MAL31*. Moreover, the MAL11 gene encoding the promiscuous transporter capable of transporting both α 1–4 and α 1–6 disaccharides is also no longer expressed in the presence of maltose, even though it is still activated in palatinose. Expression of *IMA1* and *IMA5* encoding α 1–6 hydrolases is not affected by deletion of *MALX3.* By contrast, deletion of the second *MALR* gene, *YFL052W*, abolishes expression of *IMA1* and *IMA5* (Fig. 1c), while the maltose-induced expression of genes encoding α 1-4-specific proteins (*MAL12*, *MAL32* and *MAL31*) and the promiscuous *MAL11* is not affected.

### Different MalR regulators bind different DNA sites

The previous results demonstrate that the *MALS* and *MALT* genes are regulated by two distinct regulatory networks, governed by different MalR transcription factors in response to different disaccharides. The limited crosstalk between the two regulatory networks suggests that the maltose- and palatinose-specific MalR regulators bind different DNA-binding sites. To test this, we determined the DNA-binding sites of the palatinose-specific regulator Yfl052w using the chromatin immunoprecipitation (ChIP)-exo technique^38^, and compared these to the known binding sites of the maltose-specific regulator Malx3 (ref. 39). 

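In ChIP-exo, DNA bound by the tagged protein is immunoprecipitated and trimmed by a 5′ to 3′ exonuclease up to the protein, so that a bound site leaves a peak of read ends on the forward strand and a partner peak on the reverse strand. The data analysed here come from the run prepared by Peconic and sequenced on the AB SOLiD platform, with 1 sample per strain and no replicates. Cells were grown in rich medium with 2% palatinose to an OD600 of 0.4 and precipitated with the anti-haemagglutinin antibody. The tagged sample expressed Yfl052w with 3 copies of the haemagglutinin (HA) epitope, a short peptide recognized by the antibody. Its labels match strain KP54, in which Supplementary Data 2 gives YFL052W the constitutive TEF promoter. The control sample carried no tag. The paper names the untagged strain KP52 as its control, whereas the sample labels call the control wild-type cells without a tag.
The authors deposited a list of peak pairs for each sample, called separately and without pooling. Each pair holds a 10-bp peak on either strand, the tags (read ends) counted in each peak without normalization, and the midpoint between the peaks. The paper describes the processing of its Illumina reads, which were mapped with BWA to the R64 genome and searched for peaks with GEM. The aligner, peak caller and genome build behind the SOLiD peak pairs are not stated, and the Illumina run was not analysed here. The paper also reports an independent repeat of ChIP-exo by EMBL GeneCore, which is no part of the lists used here. Every coordinate fell within the chromosome lengths of the R64 reference, on which genes and sites were placed.
The Yfl052w-HA sample had 368 peak pairs with 2963 tags, of which 1466 lay on the forward strand and 1497 on the reverse strand. The untagged control had 164 peak pairs with 1592 tags. All shares of tags given below are shares of these totals, which count only tags within listed pairs and not all mapped reads. The median pair had 5 tags in both samples, and the smallest had 4, with at least 2 on each strand. The strongest pair of both samples was the same, at a simple repeat on chromosome 7, with 159 tags in the control. The partner peaks lay 32 bp apart at the median in the Yfl052w-HA sample and 43 bp apart in the control. Ribosomal DNA on chromosome 12 held 21.1% of the Yfl052w-HA tags and 43.6% of the control tags. A share of 3 tags, taken as the depth limit, was 0.101% of the tags in the Yfl052w-HA sample and 0.188% in the control. Since no listed pair had fewer than 4 tags, the lists could not show a share this small.
A Yfl052w-HA peak pair was taken as free of background when no control pair had its midpoint within 50 bp. The promoter of a gene was taken as the 800 nt upstream of its annotated translation start, the window in which the paper searched for binding sites. With a single sample per strain, no difference between the strains has a replicate check. Tests therefore treat peak pairs as units, and several pairs at the same promoter are not independent.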

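Of the 368 Yfl052w-HA peak pairs, 314 had no control pair within 50 bp, and these held 1978 of the 2963 tags. The other 54 pairs coincided with control pairs. The filter on tags moved this number most, with 171 pairs left when only pairs at or above the median number of tags were kept. Among the 314 pairs specific to Yfl052w-HA, 122 (38.9%) lay within 800 nt upstream of a protein-coding gene, against 103 expected from the share of the genome in such windows (exact binomial test, p = 0.0261). In the untagged control, 47 of 164 pairs lay in these windows against 53.9 expected (exact binomial test, p = 0.280). The excess among Yfl052w-HA pairs was absent when pairs within 100 bp were merged into 1 locus, an alternative chosen after the files had been seen, with 87 of 265 loci in the windows against 87.1 expected (exact binomial test, p = 1). It was largest for pairs at or above the median number of tags, of which the windows held 88 of 171 against 56.2 expected (exact binomial test, p = 5.26e-07), and over all 368 pairs the count was 136 against 121 expected (exact binomial test, p = 0.0962).
The Yfl052w site CGG(9N)CGG lay within 50 bp of the midpoint of 21 of the 314 pairs, against 3.07 expected from the share of genome positions with such a site that close (exact binomial test, p = 1.08e-11). The Malx3 site CGC(9N)CGN lay as close to 19 of the 314 pairs, against 10.8 expected (exact binomial test, p = 0.0187). With the distance reduced to 25 bp, the counts were 11 pairs for CGG(9N)CGG (1.32 expected, exact binomial test, p = 1.39e-07) and 7 pairs for CGC(9N)CGN (4.70 expected, exact binomial test, p = 0.245). Among the 164 control pairs, CGG(9N)CGG was found at 1 and CGC(9N)CGN at 10. Malx3 itself was not immunoprecipitated, and the paper takes its sites from earlier work. From the comparison of the promoters and sites bound by Yfl052w with these known sites, the paper concludes that the MalR regulators bind different sites.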

The ChIP-exo analysis supports the results reported in Fig. 1 and indicates that both transcription factors bind different sites. Specifically, when the α 1–6 disaccharide palatinose is present, Yfl052w binds the promoter regions of palatinose-specific genes (*IMA1*, *IMA5* and *YFL052W*) and the *MAL11* promiscuous transporter, but not the promoters of maltose-specific genes (Supplementary Fig. 1). 

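IMA1 (YGR287C) lies on the reverse strand of chromosome 7 from 1067222 to 1068991 in R64. Its upstream window held 12 Yfl052w-HA peak pairs with 132 tags, or 4.45% of all tags in the listed pairs (95% Wilson interval 3.77 to 5.26, no replicates). The strongest of these pairs, with 9 tags on the forward and 17 on the reverse strand, was centred at 1069539, 548 nt upstream of the translation start, and ranked 14 of the 368 pairs. The sequence from 1069514 to 1069564 around it reads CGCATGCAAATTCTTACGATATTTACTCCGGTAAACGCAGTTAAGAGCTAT. The window of MAL13 (YGR288W), the divergent neighbour of IMA1, took in 3 of the same pairs, of which the strongest lay 754 nt from the MAL13 translation start.
IMA5 (YJL216C) lies on the reverse strand of chromosome 10 from 24341 to 26086. Upstream of it were 5 pairs with 66 tags, or 2.23% of all tags (95% Wilson interval 1.75 to 2.82). The pairs at 26639 (22 tags) and 26601 (20 tags) flanked the site CGGAATTATTCTCGG, which runs from 26616 to 26630 on the reverse strand. Both pairs were also in the upstream window of HXT8, and the site lies 264 nt from the translation start of HXT8 and 537 nt from that of IMA5. YFL052W, named ZNF1 in the annotation, lies on chromosome 6 from 28232 to 29629. It had 3 upstream pairs with 46 tags, or 1.55% of all tags (95% Wilson interval 1.17 to 2.06), and the strongest, at 27723, had 25 tags. In strain KP54 the homology arms of the TEF promoter cassette end at 28231 and begin again at 28232, directly before the start codon. The native upstream sequence with these pairs therefore lay beyond the inserted cassette.
MAL11 (YGR289C) and MAL12 (YGR292W) are divergent genes on chromosome 7, at 1073963 to 1075813 and 1076599 to 1078353. Between them was a single pair at 1076265, with 3 tags on the forward and 2 on the reverse strand. It lay 452 nt from the MAL11 and 334 nt from the MAL12 translation start. Its 5 tags were 0.169% of all tags (95% Wilson interval 0.0721 to 0.394). At least 5 tags were found in 219 of the 368 pairs and in 89 of the 164 control pairs. MAL31 (YBR298C) and MAL32 (YBR299W) are divergent genes on chromosome 2, at 802631 to 804475 and 805351 to 807105. No pair was found upstream of either, so 0% of the listed tags lay there (95% Wilson interval up to 0.129). The lists hold no pair under 4 tags, so this limit does not bound a weaker signal at MAL31 and MAL32. The intervals for IMA1, IMA5 and YFL052W lay above those for MAL11 and for MAL31 and MAL32. The interval for MAL11 overlapped that for MAL31 and MAL32. These intervals cover tag counting in 1 library only, and the handling of duplicate reads is not stated. The control had no pair upstream of any of these genes (0% of 1592 tags, 95% Wilson interval up to 0.241), and the MAL11 interval overlapped this one too. The control limit likewise covers listed tags only.
Of the other settings tried, a window of 500 nt moved the tags of the strongest pair most. It lowered them from 22 to 11 for IMA5 and from 25 to 9 for YFL052W, since the strongest pairs of these genes lay 553 and 509 nt upstream. From the ChIP-exo peaks, the paper concludes that Yfl052w binds the promoters of palatinose-specific genes and of the promiscuous transporter, but not those of maltose-specific genes, when palatinose is present. Its ChIP-exo evidence includes an independent repeat beyond the single library counted here.

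**Figure D1:**
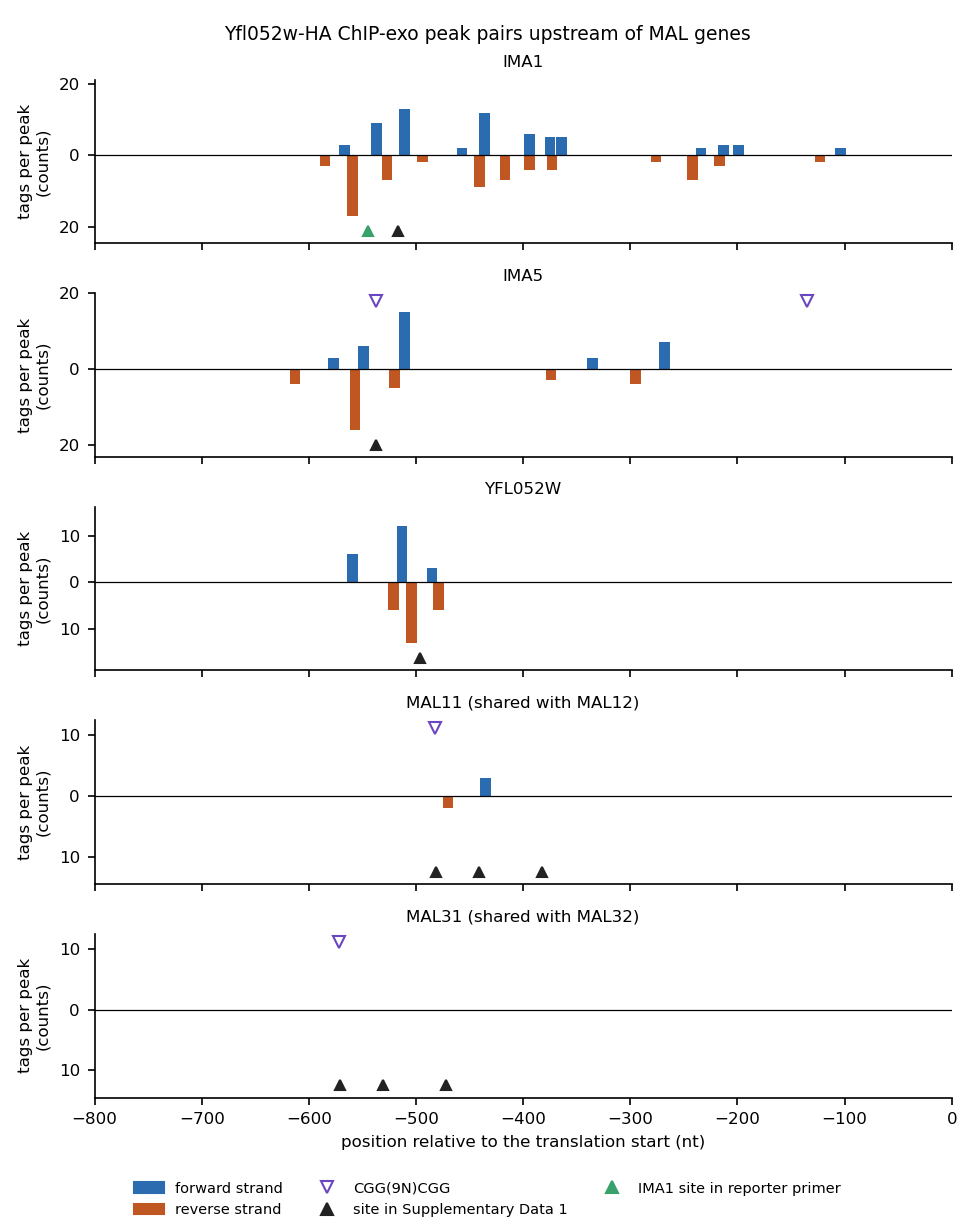
Yfl052w-HA peak pairs in the 800 nt upstream of 5 genes, drawn by position relative to the translation start (nt). Bars give the tags counted in each 10-bp peak (forward strand of the chromosome upward, reverse strand downward, on a scale of its own for each gene), filled triangles the sites listed in Supplementary Data 1 and the IMA1 site of a reporter primer, and open triangles CGG(9N)CGG. IMA1, IMA5 and YFL052W have 12, 5 and 3 pairs, MAL11 has 1 and MAL31 has none.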

Instead, these maltose-specific genes are known to be bound by Malx3 in the presence of maltose^39^.

In addition, two novel noncanonical targets of Yfl052w were identified in the ChIP-exo experiment—*YHR210C* and *YJL217W* (Supplementary Fig. 1). 

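YHR210C lies on the reverse strand of chromosome 8 from 520712 to 521737 in R64 and is annotated as a protein of the aldose 1-epimerase superfamily. Its upstream window held 5 Yfl052w-HA peak pairs with 230 tags, or 7.76% of all tags in the listed pairs (95% Wilson interval 6.85 to 8.78, no replicates). The pair at 521998 had 155 tags, 83 on the forward and 72 on the reverse strand, with the peaks 28 bp apart. It lay 261 nt upstream of the translation start and was the strongest pair that had no counterpart in the control, ranking 2 among all 368 pairs. The next at this promoter, at 522033, had 31 tags. The site CGGAGAAATTCTCGG runs from 521994 to 522008 on the reverse strand, with its centre 3 bp from the strongest midpoint. The sites CGCAGAAAATTACGC and CGCAGAAATTCTCGC, which fit CGC(9N)CGN, start at 522011 and 522023 on the same strand. CGCAGAAATTCTCGC had its centre 3 bp from the pair at 522033, whereas CGGAGAAATTCTCGG was 32 bp from that pair. The pair at 522033 is nevertheless counted below among those with CGG(9N)CGG within 50 bp.
YJL217W, named REE1 in the annotation, lies on chromosome 10 from 23133 to 23729 and encodes a cytoplasmic protein involved in the regulation of enolase. It had 4 upstream pairs with 69 tags, or 2.33% of all tags (95% Wilson interval 1.84 to 2.94). The strongest, at 22869, had 26 tags and ranked 15, and it lay 264 nt upstream of the translation start. The sequence from 22844 to 22894 around it reads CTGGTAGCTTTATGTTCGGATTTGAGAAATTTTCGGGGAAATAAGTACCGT. This sequence holds CGGATTTGAGAAATTTTCGG, a repeat of CGG with a longer spacer. The only CGG(9N)CGG of this window, CGGCGGCAATCACGG, was 401 bp from the nearest midpoint. The interval of YHR210C lay above those of every other promoter named by the paper, whereas the intervals of YJL217W and IMA5 overlapped. These intervals cover tag counting in 1 library only.
The control had no pair upstream of YHR210C or YJL217W (95% Wilson interval for its share of listed tags up to 0.241%, which leaves out signals under 4 tags). The strongest pairs kept their 155 and 26 tags with windows of 500 and 1000 nt and with the filter on the median number of tags. The paper reports both genes as noncanonical targets of Yfl052w identified by ChIP-exo.

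**Figure D2:**
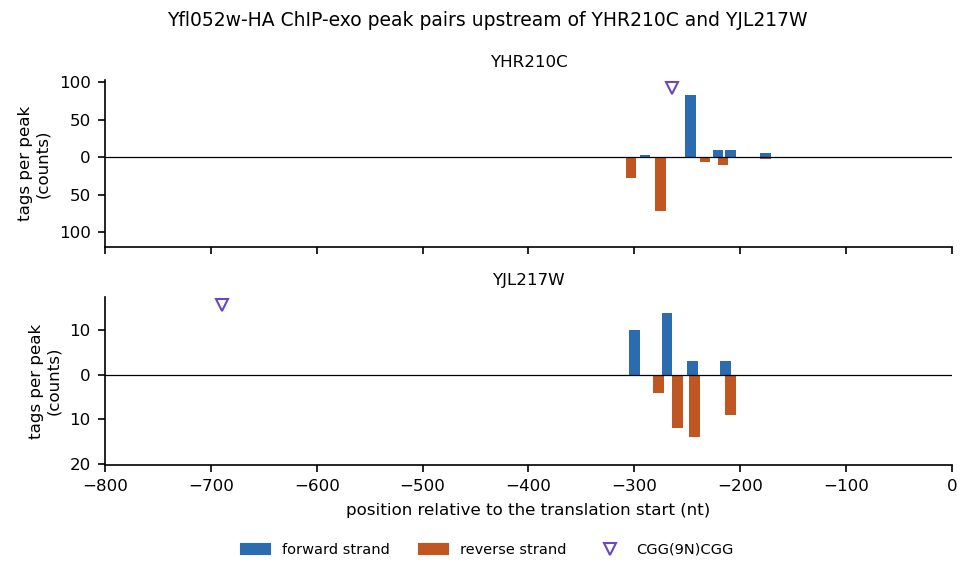
Yfl052w-HA peak pairs in the 800 nt upstream of YHR210C and YJL217W, by position relative to the translation start (nt). Bars give the tags counted in each 10-bp peak, with the forward strand of the chromosome upward and the reverse strand downward, on a scale of its own for each gene, and open triangles mark CGG(9N)CGG. At YHR210C the triangle falls between the peaks of 83 and 72 tags, and at YJL217W it lies far from the pairs.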

Both of these genes seem to have no role in α-disaccharide metabolism and they do not show sequence similarity with *MAL* genes. 

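The R64 reference gives Yhr210c 341 residues and Yjl217w 198 residues. Both were searched with blastp against the 13 proteins encoded by the MAL-family genes of the reference (IMA1 to IMA5, MAL11, MAL12, MAL13, MAL31, MAL32, MAL33, YFL052W and YPR196W), with hits kept up to an E value of 10. Yjl217w had 0 hits. Yhr210c had short hits to 8 of the proteins, and the best of them, to Mal31, covered 21 residues with an E value of 0.68. In the same search Ima1 aligned with Mal12 over 587 residues with 72.1% identity. The paper states that neither gene shows sequence similarity with MAL genes or seems to act in α-disaccharide metabolism.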

Deletion of any of the two does not change cell growth or expression patterns of the other *MAL* genes (*IMA5* and *MAL32*) in palatinose or in maltose (Supplementary Fig. 2).

The MalR regulators belong to a family of fungal Zn-finger transcription factors, which typically bind short three-nucleotide CG-rich motifs separated by a spacer of fixed length^40^. Figure 2 shows that the DNA-binding site of the palatinose-specific Yfl052w regulator is very similar to that of the maltose-specific Malx3 regulator. Specifically, the Yfl052w binding site consists of two CG**G** motifs separated by a nine nucleotide (nt) AT-rich spacer (Fig. 2a), while Malx3 DNA-binding sites contain a CG**C** motif, a nine nt spacer and a CGN motif (Fig. 2b). 

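Direct repeats of CGG with spacers of 0 to 20 nt were counted within 50 bp of the 314 Yfl052w-HA peak pairs that had no control pair. With a 9-nt spacer the repeat was found at 21 pairs against 3.07 expected from its share of genome positions (exact binomial test, p = 1.08e-11; p = 2.26e-10 after Benjamini-Hochberg adjustment over the 21 spacers). The other spacers were found at 0 to 9 pairs, and the next smallest adjusted p was 0.0149, for 15 nt (9 pairs, 2.60 expected, exact binomial test). Spacers of 14 nt (6 pairs, 1.59 expected) and 18 nt (8 pairs, 2.60 expected) also passed 0.05, each with an adjusted p of 0.0300 (exact binomial test). Several of the pairs with 14 nt share the repeat CGGATTTGAGAAATTTTCGG upstream of YJL217W, so they are not independent. In the control, 1 of 164 pairs had CGG(9N)CGG within 50 bp, which differed from the 21 of 314 (6.69%) by Fisher's exact test (odds ratio 11.7, p = 0.00195). The site lay 0 to 37 bp from the midpoint, with a median of 15 bp. Pairs with the site had a median of 7 tags and those without it a median of 5 (permutation test of the median log2 tags, p = 9e-05).
The 21 pairs stood at 15 distinct sites. Sites at the promoters of the genes named above were CGGAGAAATTCTCGG upstream of YHR210C (chromosome 8, 521994 to 522008), CGGAATTATTCTCGG upstream of IMA5 (chromosome 10, 26616 to 26630) and CGGAAATTTTCGCGG between MAL11 and MAL12 (chromosome 7, 1076288 to 1076302). Their spacers contained 71.1% A and T on average (SD 14.4, n = 15 sites), against 58.0% (SD 17.1) over all 1438 CGG(9N)CGG sites of the genome. Random draws of 15 genome sites rarely reached this mean (permutation test, upper side only, p = 0.00159). The draws were not restricted to promoters, where most of the 15 sites lay. They therefore cannot tell a preference of Yfl052w from the base composition of promoters. CGGCAAAATTGCCGG and CGGCAATTTTGCCGG upstream of YIL059C overlap on opposite strands but were counted as separate sites.
Triplets other than CGG occurred at the strongest pairs of IMA1 and YFL052W. At IMA1, CGGTGAAATACAGGG, the site listed in Supplementary Data 1, had its centre 2 bp from the pair at 1069510 (20 tags). CGGAGTAAATATCGT, the sequence in a reporter primer of Supplementary Data 2, was 3 bp from the pair at 1069539 (26 tags). At YFL052W, CGTTGTAATAATCGG, the site listed in Supplementary Data 1, was 13 bp from the pair at 27723 (25 tags). The sequence CGAAAAAAACTCCGC, which ends directly before this listed site, lay closer to the same midpoint. Read on the other strand and shifted by 1 bp, it holds CGG, a spacer of 9 nt and CGC. The pair at 27723 therefore cannot be assigned to the listed site alone. The spacer result changed most when pairs within 100 bp were merged into 1 locus, an alternative chosen after the files had been seen. It left 13 of 265 loci with CGG(9N)CGG and an adjusted p of 6.02e-05 from the exact binomial test. On merged loci the odds ratio against the control was 6.86 (Fisher's exact test, p = 0.0410). With sites within 25 bp it was 5.92, and the difference from the control was lost (Fisher's exact test, p = 0.0661). The paper concludes that the Yfl052w site is a pair of CGG motifs around an AT-rich spacer of 9 nt, and it contrasts this with the CGC motif of Malx3.

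**Figure D3:**
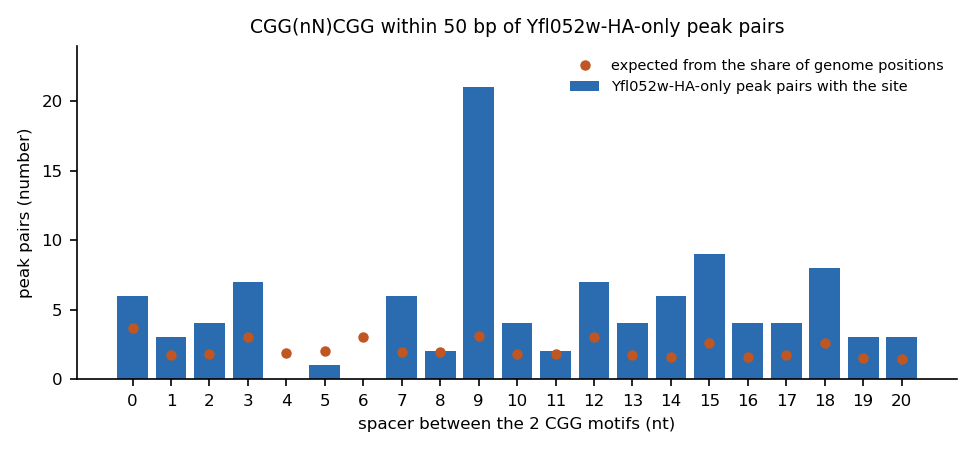
Number of Yfl052w-HA peak pairs, of the 314 without a control pair, that have CGG(nN)CGG within 50 bp, for each spacer from 0 to 20 nt (bars), with the number expected from the share of genome positions (points). The 9-nt spacer has 21 pairs against 3.07 expected, and no other spacer has more than 9.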

To confirm the binding sites of the different MalR regulators (Malx3 and Yfl052w), we first deleted the binding sites in a strain carrying a fluorescent reporter fusion of a maltose-specific target gene (*MAL32*) and in a strain carrying a reporter for a palatinose-specific gene (*IMA5*). In both cases, deletion of the respective binding sites abolished induction of the target gene by its respective substrate sugar (Fig. 3a: lines 1 and 2 and Fig. 3b: lines 1, 2 and 3). Moreover, replacing one binding site with the other switches the sugar-specificity of the promoters as well as the specific transcription factor needed to activate the reporter gene (Fig. 3), further suggesting that these slightly different binding sites separate the two regulatory circuits. Finally, to further confirm that this single-nucleotide difference is indeed responsible for the different binding of both classes of transcription factors, we introduced a double point mutation in the promoter region of *MAL32* gene, so that both CG**C** motifs in the Malx3 binding site were changed to CG**G** motifs. As shown in Fig. 4a,b, these mutations result in *MAL32* gene expression in presence of palatinose, and this effect was dependent on the *YFL052W* gene.

Apart from the one-nucleotide difference between the binding motifs, we also noticed that the promoters of maltose-specific genes (*MAL12*, *MAL32* and *MAL31*) and the promiscuous *MAL11* transporter always contain three Malx3 binding sites, while palatinose-specific genes (*IMA1*, *IMA5* and *YFL052W*) contain only one Yfl052w binding site. Interestingly, the results shown in Fig. 3 suggest that all three Malx3 binding sites are necessary to obtain full activation of the downstream gene, with one or even two binding sites only yielding partial activation.

### Two key mutations in Yfl052w alter its binding preference

Next, we turned our attention to the MalR transcription factors. To determine which amino acid residues of palatinose-specific regulator Yfl052w could be responsible for its altered DNA-binding specificity, we modelled the three-dimensional structures of Yfl052w and Malx3 in complex with their DNA-binding sites (Fig. 5). Our model suggests that the amino acid in position 12 may explain the difference in DNA-binding preference between Malx3 and Yfl052w. In Malx3, position 12 is occupied by Arg, which is not involved in the base pair recognition, but does interact with the negatively-charged phosphate backbone of DNA. In Yfl052w, position 12 is taken by a Cys residue, which in contrast to the Arg residue in Malx3 does interact with the bases of the DNA-binding motif and specifically requires the presence of a G in the third position of CGG motif (Fig. 5b). In addition, Val in position 13 in Malx3 is substituted with Ile in Yfl052w. Both Val and Ile provide the hydrophobic environment required for amino acid in position 12. However, the Cys residue needs to be accompanied by a more hydrophobic amino acid, which might explain the exchange of Val (hydrophobicity index 79) to Ile (100).

To confirm whether the preference of Yfl052w to CGG motifs is indeed dictated by the two residues mentioned above, we mutated Cys12 in Yfl052w to Arg, and Ile13 to Val and tested the binding specificity of this mutated Yfl052w. As shown on Fig. 5c, the mutated Yfl052w is able to partially activate the expression of maltose-specific gene *MAL32* in palatinose. Moreover, the fluorescence profile of these cells resembles that of wt cells with fluorescently tagged *IMA5*, which is also activated by Yfl052w. Interestingly, the mutated Yfl052w apparently also still activates its natural target promoter that drives *IMA5*.

Similarly, we introduced Arg12 to Cys and Val13 to Ile mutations in the Malx3 regulator. This mutated Malx3 regulator can no longer activate expression of its natural target *MAL32* promoter (containing CGC motifs), nor can it activate the palatinose-specific *IMA5* gene (Fig. 5d). However, we showed earlier that Malx3 requires several DNA-binding sites to activate expression of its target genes (Fig. 3b). Indeed, when a second CG**G**-containing binding site was introduced in the promoter of a fluorescently labelled *IMA5* reporter strain, the mutated Malx3 was able to activate the expression of *IMA5* in maltose, which is in keeping with the observation that Malx3 requires multiple binding sites (Fig. 5e).

### Malx3 binds both CGC and CGG motifs

Structural modelling of Malx3 bound to DNA predicts that Malx3 is promiscuous and can bind both CG**C** and CG**G** motifs. This reduced binding stringency compared with Yfl052w is predicted to be a result of the Arg12 residue in the Malx3 binding domain, which allows both C and G in the third position of the binding motif. This prediction is supported by the observation that Yfl052w carrying a Cys12Arg substitution still activates expression of its natural target *IMA5* that carries CG**G** motifs in its promoter (Fig. 5c). On the other hand, the results shown in Fig. 1 demonstrate that Malx3 does not activate expression from CG**G**-containing promoters of palatinose-specific target genes *in vivo*. However, the results from Fig. 3b show that Malx3 requires the presence of more than one binding site to activate expression, and promoters of palatinose-specific genes only contain one MalR binding site. In other words, whereas Malx3 is able to bind both CG**G** and CG**C** motifs, Malx3 may not be able to activate CG**G**-containing palatinose-specific promoters because they only contain one binding site; whereas maltose-specific promoters contain multiple sites. To verify this hypothesis, we introduced a second CG**G**-containing Yfl052w binding site in the promoter region of the fluorescently labelled *IMA5* gene and measured the expression of this palatinose-specific gene in the presence of maltose. As shown in Fig. 4c,d, the introduction of an additional binding site leads to the activation of *IMA5* gene expression by maltose to a level similar to its normal activation in palatinose, even in the absence of the Yfl052w transcription factor that normally activates *IMA5*.

Together, these results suggest that specific binding of Yfl052w to the promoter regions of palatinose-specific target genes is determined by the presence of CGG motifs. Promoters of maltose-specific genes contain CGC motifs and thus cannot be bound by Yfl052w because the Cys12 residue in the DNA-binding domain of this regulator prevents binding CGC sites. On the other hand, Malx3 is capable of binding both types of motifs (CGG and CGC), but requires the presence of several binding sites in the same promoter region to yield full gene activation. This prevents Malx3 from activating expression of palatinose-specific genes, which carry only one MalR binding site in their promoters.

### Evolutionary model of divergence of two regulatory networks

Taken together, our results uncover the mechanistic details underlying the emergence of two separate and specific regulatory circuits, one regulating maltose metabolism and the other regulating isomaltose and palatinose metabolism. We next wanted to establish the likely evolutionary path from the ancestral, pre-duplication circuit to the present-day situation.

The common ancestor of extant yeast species only had one copy of each of the three types of *MAL* genes (*MALS*, *MALT* and *MALR*)^7^,^36^. In some species, including *S. cerevisiae*, the *MAL* genes underwent several duplication events. In other species, like *L. elongisporus*, the *MAL* genes were not duplicated and the ancient, simple three-gene network seems to be preserved (Supplementary Fig. 3). Moreover, the activity of the MalS protein of *L. elongisporus* resembles that of the pre-duplication ancestral enzyme and can hydrolyze both maltose- and palatinose-like disaccharides^7^. This suggests that its MalR regulator may be able to activate the expression of both the promiscuous MalS and the promiscuous MalT in presence of any of the two types of sugars. To test this hypothesis, we compared mRNA levels of *MALS* and *MALT* genes in *L. elongisporus* cells grown on either maltose, palatinose or glucose. As shown in Supplementary Fig. 4, expression of *MALT* and *MALS* is indeed activated in presence of both maltose and palatinose, but not glucose.

Next, we investigated the timing of the duplication and divergence of the *MALS* and *MALR* genes (Supplementary Fig. 3). We have previously shown that the *MALS* genes duplicated and acquired a novel function at least at the branching of *Kluyveromyces thermotolerans*^7^. A similar analysis shows that the functional diversification of *MALR* genes happened later in the evolution, around the branching of *S. bayanus* from the *Saccharomyces* clade. Specifically, the genome of *S. bayanus* contains only one *MALR* of the promiscuous *MALX3* type (Arg in the position 12) and lacks the palatinose-specific Yfl052w-like regulator (containing a Cys12Arg mutation), which is present in *S. cerevisiae*, *S. paradoxus*, *S. mikatae* and *S. kudriavzevii*. Expression analysis shows that the regulation of different *MALS* genes in *S. bayanus* is not specific, that is, maltose-specific and palatinose-specific *MALS* genes are equally activated in presence of maltose and palatinose, but not glucose (Supplementary Fig. 5). Furthermore, the nucleotide sequences of the *MALR* binding sites in the genomes of *S. bayanus*, *S. mikatae*, *S. paradoxus* and *S. kudriavzevii* are remarkably conserved. Similar to the sites in *S. cerevisiae,* they fall into two classes: CGG and CGC containing (Supplementary Data 1). Analogous to *S. cerevisiae*, in *S. mikatae, S. paradoxus* and *S. kudriavzevii* (that is species in which the *MALR* regulator as well as the *MALS* genes has duplicated and diversified), CGG-containing sites are found in the promoter regions of palatinose-specific genes, and CGC-containing sites are situated upstream of homologues of maltose-specific genes. By contrast, in *S. bayanus* (which contains multiple *MALS*, but only one Arg12-type *MALR*), CGG and CGC sites are seemingly randomly distributed in the promoters of homologues of the different maltose- as well as palatinose-specific genes (Supplementary Data 1), which agrees with the nonspecific regulation of these genes in *S. bayanus*.

Together, these observations reveal that the *MAL* gene network evolved as depicted in Fig. 6. In this model, duplication and functional divergence of the *MALS* genes already happened in the common ancestor of *K. thermotolerans* and *S. cerevisiae* (Fig. 6, events 1 and 2), but these genes were still controlled by one promiscuous MalR regulator that resembled today’s *S. bayanus* Malx3 protein (which has an Arg residue in position 12). Similar to the present-day Malx3 regulator, the ancestral regulator was able to bind both CGG and CGC motifs and induced the expression of both maltose- and palatinose-specific genes in presence of both types of sugars. The promoters of these genes probably did not yet diverge, with both CGC and CGG motifs present upstream of maltose as well as palatinose-specific genes similar to the genome of present-day *S. bayanus*. Yfl052w-like regulators most probably first appeared later in the evolution as a result of duplication (Fig. 6, event 3) and subsequent mutations, including the key Arg12Cys mutation (Fig. 6, event 4). This mutated Yfl052w-like paralogue can no longer bind the CGC motifs, which are selected for in the promoters of maltose-specific genes. By contrast, the Malx3-like regulator evolves a weaker activity, so that it loses the ability to activate expression of palatinose-specific genes, which are selected to have only one CGG-containing binding site, while retaining the ability to activate maltose-specific promoters that contain three CGC binding sites (Fig. 6, events 5 and 6).

## Discussion

Several studies have investigated the regulatory divergence between species on a genome-wide level^8^,^12^,^18^,^20^,^22^,^41^,^42^,^43^,^44^,^45^,^46^,^47^,^48^. Together, these studies show that changes in gene regulation occur frequently and are important drivers of functional and morphological evolution^26^,^46^,^47^. This is especially true for the evolution of the regulation of newly duplicated genes. Since paralogues often evolve different functions, these functionally diverged duplicates may need to be regulated independently. However, despite the importance of the evolution and divergence of gene regulation, the exact molecular mechanisms and mutational pathways that lead to the emergence of such novel regulatory networks remain largely unknown.

Our results show how duplication of a promiscuous transcription factor and its target genes led to the development of two separate regulatory networks, with one paralogue of the transcription factor regulating a set of target genes involved in maltose uptake and metabolism, and another regulating target genes responsible for palatinose consumption. Specifically, we find that only two point mutations in the promoter regions of the target genes, combined with two single-nucleotide mutations in the DNA-binding domain of the transcription factor paralogues are sufficient to ensure that each transcription factor paralogue specifically activates its target promoters, without interfering with the regulation of the target genes of the other paralogue.

While the predominant opinion in the field is that evolution on the regulatory level precedes the actual changes in the protein sequence of the target genes^8^,^10^,^18^,^21^,^22^,^25^,^49^, our data indicate that the opposite is also possible. It seems likely that the pre-duplication ancestral *MAL* gene regulatory network was very simple and resembled the network in present-day *L. elongisporus* (Supplementary Fig. 3). The *L. elongisporus* MalR regulator is promiscuous and activates expression of a (bifunctional) MalS hydrolase and a transporter in response to either maltose or palatinose. Several duplication events of *MALS* genes followed by optimization of either maltase or palatinase activity in different paralogues led to emergence of two functional classes of MalS hydrolases in *S. cerevisiae*^7^. Interestingly, our analyses suggest that the specialization of palatinose-specific MalR regulators and the separation of the two regulatory networks likely occurred after the neofunctionalization of *MALS* target genes, around the branching of the *S. bayanus* and *S. cerevisiae* clades (Supplementary Fig. 3). The functional divergence of the MalS enzymes generated a situation where it became beneficial for the cells to regulate each of the MalS enzymes separately, so that each enzyme is only activated by its proper substrate and paralogue interference is avoided. In keeping with this hypothesis, we have previously shown that activation of *MAL* genes in conditions where they are not required comes at a considerable fitness cost^50^.

The evolutionary path described in our study highlights how promiscuity (or limited binding site specificity) may increase the ‘evolvability’ of transcription factors by facilitating the emergence of distinct regulatory modules. Indeed, following a duplication event, successive mutations may allow a gradual increase in the specificity of the newly duplicated transcription factor paralogues and promote a smooth emergence of two independent regulatory circuits while avoiding misregulation of the target genes during this process (that is, a so-called ‘fitness valley’ is avoided). Importantly, only two key mutations in the Zn-finger DNA-binding domain are needed to increase the binding specificity of the Yfl052w paralogue. Together, these observations reveal how the seemingly unlikely model for the emergence of a new regulatory module through duplication of a transcription factor proposed by Teichmann and Babu^12^ can in fact really occur. However, in contrast with the theory that regulation evolves asymmetrically, with only the regulation of the new function diverging from that of the ancestral function^15^, we find that in this case the evolution of two separated regulatory networks depends on concerted changes in both networks (one regulating α 1–4 glycoside metabolism and the other regulating α 1–6 glycoside metabolism).

Interestingly, the importance of promiscuity also emerges from other studies that investigate the evolution of other proteins, such as enzymes and receptors. For example, the ancestral pre-duplication maltase showed activity towards both α 1–4 glycosides like maltose, but also a (trace) activity for α 1–6 glycosides such as isomaltose. Similarly, promiscuity has also been shown in other pre-duplication ancestral genes^2^,^51^,^52^. Hence, whereas promiscuity and ‘side activities’ are often regarded as imperfections, they are emerging as crucial factors that promote ‘evolvability’ because the side activities can be selected for and drive the evolution of a paralogue after duplication^53^.

It is especially interesting to compare our results to those reported in a recent elegant study by Baker *et al.*^17^ These researchers showed how duplication of the ancestral fungal Mcm1 transcription factor resulted in two paralogues that each evolved to regulate a subset of the original target genes. In contrast to the *MAL* gene system, the Mcm1 target genes were not duplicated, and duplication of the Mcm1 factor did not lead to the development of a completely separate regulatory circuit, but rather resulted in subfunctionalization and rewiring of the existing network, with the two paralogues diverging to regulate a subset of the original target genes. Moreover, whereas the MalR paralogues evolved different DNA-binding sites, the Mcm1 paralogues primarily evolved specificity through mutations that restrict their interaction with other transcription factors (Arg81 and Matα1), showing that this is a possible alternative route to rewire networks.

At first, the scenario of the evolution of the *MAL* genes, where both a transcription factor and its targets are duplicated, might seem rare. However, such situations may occur relatively frequently, either independently, or as a result of whole-genome duplication events^8^,^19^,^54^,^55^. Interestingly, the fungal lineage shows evidence for at least one whole-genome duplication event^34^,^56^ (see Supplementary Fig. 3). Several authors suggested that post whole-genome duplication networks may undergo functional partitioning, with the paralogues forming two independent subnetworks, which resembles the *MAL* gene scenario^8^,^19^. Moreover, a number of studies report that after the whole-genome duplication, the regulatory genes are preferentially retained compared with other functional classes of genes^2^,^31^,^32^,^33^,^35^. However, in the case of the *MAL* genes, the observed duplication events do not coincide with the reported whole-genome duplication event and instead seem to be the results of (multiple) independent duplications of smaller chromosomal regions. Interestingly, Lynch and Katju^57^ proposed that such small-scale duplications might result in misregulation of the duplicated gene when the respective promoter region is not duplicated. However, in the case of the MAL genes, the duplication events probably included the regulatory regions of the duplicated genes, as well as a (subsequent) duplication of the gene encoding the Mal regulator. While such events may be more rare than those associated with whole-genome duplications, they may occur relatively frequently in subtelomeric regions^36^. Moreover, many transcription factors show some level of promiscuity in their recognition of target sites^58^,^59^. As detailed above, such promiscuity may greatly facilitate the expansion and rewiring of transcriptional networks. Hence, whereas the molecular details may differ, the general themes uncovered in this study of the *MAL* regulatory circuit may be representative for a large number of similar events throughout the tree of life.

## Methods

### Strain construction

A complete list of strains and plasmids used in this study is listed in Supplementary Data 2. The primers used to make and confirm these strains can also be found in Supplementary Data 2. All constructs were verified by Sanger sequencing and/or PCR.

### Microbial strains, plasmids and growth conditions

We showed earlier that the *S. cerevisiae* feral isolates RM11 (from a vineyard) and YJM789 (from an AIDS patient) as well as laboratory strain EM93, ancestral to S288c, can ferment maltose due to the presence of a *MALX3* regulator in their genomes^36^; whereas *S. cerevisiae* strain S288c lost its *MALX3* regulator together with the ability to grow on maltose. We re-introduced *MALX3* in the genome of *S. cerevisiae* S288c to restore its ability for growth on maltose and named the resulting strain KV5000. Therefore, KV5000 represents a reconstituted wild-type *S. cerevisiae* strain, and for this reason, we refer to this strain as the wt strain.

Yeast cultures were grown in rich yeast extract and peptone (YP) media consisting of 2% peptone (Difco), 1% yeast extract (Difco) and 2% sugar (Sigma-Aldrich) at 30 °C in a rotating wheel or shaking incubator. The sugars used in this study were purchased to their highest available purity and were filter-sterilized before adding to rich media. Plasmid sets were obtained from EUROSCARF ( http://web.uni-frankfurt.de/fb15/mikro/euroscarf/) for reusable markers (Deletion Marker Plasmids) and overexpression/epitope tagging^60^. Plasmids were used as indicated by the manufacturer.

### Fluorescent microscopy imaging

Cell were pre-grown overnight in YP 2% glucose medium and then transferred to YP media supplemented with either palatinose (2%) or maltose (2%) for another 16 h. The acquisition of the images was done with the Optomorph software (version 1.0.2) in combination with a Nikon Eclipse Ti microscope equipped with a DL-604M-#VP camera (Andor technology). Images were processed and scaled with ImageJ software.

### Flow cytometry to measure gene expression levels

Cell were grown in YP medium supplemented with maltose (2%) or palatinose (2%) till the OD_600_=0.1. Fluorescent histograms were acquired using a BD Biosciences Influx flow cytometer with 488 nm laser coupled to 530–540 nm detector.

### RNA isolation and quantitative PCR

RNA was isolated with phenol/chloroform. Genomic DNA elimination and reverse transcription was performed using the QIAGEN QuantiTech Reverse Transcription kit according to manufacturer’s instructions. AB Power SYBR Green PCR master mix was used for quantitative PCR.

### Modelling

To investigate the difference between the MalR proteins, homology models were constructed. As there are no homologoes template structures available for the C-terminal domain, only the N-terminal DNA-binding region was investigated. Sequence comparison and fold recognition using Phyre2 indicated pdb entry 1D66 (Gal4-DNA complex) as the most suitable template^40^,^61^. All complexes were modelled using the homology implementation in the Molecular Operating Environment (Chemical Computing group, Montreal, Canada) with the implemented CHARMM force field in the presence of the 1D66 DNA structure^62^. Prior to modelling complexes, the base pair sequence of 1D66 sequence was adapted according to the MalR recognition motifs. Following the homology modelling incorporating the DNA structures the complex was optimized by steepest descent minimization in the presence of explicit water molecules.

### ChIP-exo

ChIP-exo was performed following the Pugh’s lab protocol^63^ by Peconics LLT, USA and independently repeated by EMBL GeneCore, Germany. KP54 strain with haemagglutinin-tagged Yfl052W was used for analysis. Untagged strain KP52 served as a control. DNA–protein complexes were precipitated using the Roche Anti-haemagglutinin high affinity rat monoclonal antibody (clone 3F10).

### Chip-exo data analysis

After Illumina sequencing, low quality reads (q<30) and adaptor sequences were first trimmed by using Trim Galore! ( http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Resulting reads were then mapped to the *S. cerevisiae* reference genome (S288C, R64-1-1) by BWA version 0.7.4 (ref. 64) with default parameters. BAM-formatted files were then generated using samtools version 0.1.18 (the sequence alignment/map format and SAMtools) and further sorted following chromosome order by picard version 1.100 ( http://picard.sourceforge.net). Genome wide Event finding and Motif discovery (GEM) version 2.41 was used to detect the positive peak and motif discovery^65^. Default parameters were used, except—k_min was set to 5, -- k_max was set to 15, —s was set to 10,000,000 and —smooth was set to 3. After comparing the experimental sample with the control, the coordinate from resulted peaks were then visualized by using IGV 2.3 to confirm the accuracy^66^.

### Bioinformatics analyses

Genomic sequences of *S. cerevisiae* S288C, *S. mikatae* IFO 1815 (AABZ00000000.1), *S. kudriavzevii* IFO 1802 (AACI00000000.3), *S. paradoxus* NRRL Y-17217 (AABY00000000.1), L. elongisporus NRRL YB-4239 (AAPO00000000.1) were downloaded from the National Center for Biotechnology Information. *S. bayanus* CBS7001 genomic sequence is downloaded from www.SaccharomycesSensuStricto.org. Homologues of different MalR, MalS and MalT genes were identified with local BLAST+ suite. Upstream regions (−800;0 nt from the translation start) of found homologues were used to determine possible MalR DNA-binding sites. Protein alignment and *K*s score calculations were performed using MEGA software (version 5.2).

## Authors contributions

K.J.V. and K.P. conceived and designed the study. K.P. performed the experiments. All authors contributed to the analysis and interpretation of the results and writing of the manuscript. K.P., B.B. and V.B. performed the ChIP-exo experiments, B.Z. analyzed the data. A.V. Modelled the MALR complexes with DNA. K.P. and F.A.K. conceived the evolutionary model and carried out corresponding bioinformatic analyses.

## Additional information

**Accession Codes.** The sequences generated in the ChIP-exo experiment have been deposited in Gene Expression Omnibus database under the accession code GSE57902.

**How to cite this article:** Pougach, K. *et al.* Duplication of a promiscuous transcription factor drives the emergence of a new regulatory network. *Nat. Commun.* 5:4868 doi: 10.1038/ncomms5868 (2014).

## Supplementary Material

Supplementary Figures and Supplementary Reference Supplementary Figures 1-5 and Supplementary Reference

Supplementary Data 1 Transcription factor binding sites found in the promoters of maltose- or palatinose-specific genes in *S. cerevisiae, S. kudryavzevii, S. bayanus, S. mikatae, S. paradoxus.* Gene and species names are listed in the first column; transcription factor binding sites (TFBS) found in the promoter regions of these genes are listed in the columns 2, 3 and 4. 

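For S. cerevisiae, Supplementary Data 1 lists 3 sites upstream of MAL12 and of MAL32 and 1 site upstream of each of IMA1, IMA5 and YFL052W, each of 15 nt. All of them were found in R64. The first site, CGCTTAAACTCTCGC, occurs at 804940 to 804954 on chromosome 2, 404 nt from the MAL32 translation start, and at 1076188 to 1076202 on chromosome 7, 404 nt from that of MAL12. The second, CGCTAAACACGGGGT, occurs at 804999 to 805013 and at 1076247 to 1076261, in each case 345 nt from the translation start, and ends in GGT in place of CGN. The third is listed as a reverse complement. It is CGCGAAAACTTCCGG at MAL32 (805039 to 805053) and CGCGAAAATTTCCGG at MAL12 (1076287 to 1076301), 305 nt from either start. Since both gene pairs are divergent, the same sites serve MAL31 and MAL11.
The IMA1 site CGGTGAAATACAGGG lies at 1069501 to 1069515 on chromosome 7, 517 nt upstream of the translation start, and ends in GGG. The IMA5 site CGGAATTATTCTCGG lies at 26616 to 26630 on chromosome 10, 537 nt upstream, and is the only listed S. cerevisiae site of the form CGG(9N)CGG. The YFL052W site CGTTGTAATAATCGG lies at 27729 to 27743 on chromosome 6, 496 nt upstream, and begins with CGT. The other species in the list were not analysed here.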

The last 4 or 3 digits of the corresponding contig number are used as gene identifiers in species other then *S. cerevisiae.* Maltose-specific genes and CGC-containing (Malx3 like) binding sites are highlighted in red, palatinose-specific genes and CGG-containing (Yfl052w like) binding sites are highlighted in blue.

Supplementary Data 2 Strain and primer list. Sheet 1 contains a full strain list with complete details about strain construction. Sheet 2 lists all primers used for strain construction.

## Figures and Tables

**Figure 1:**
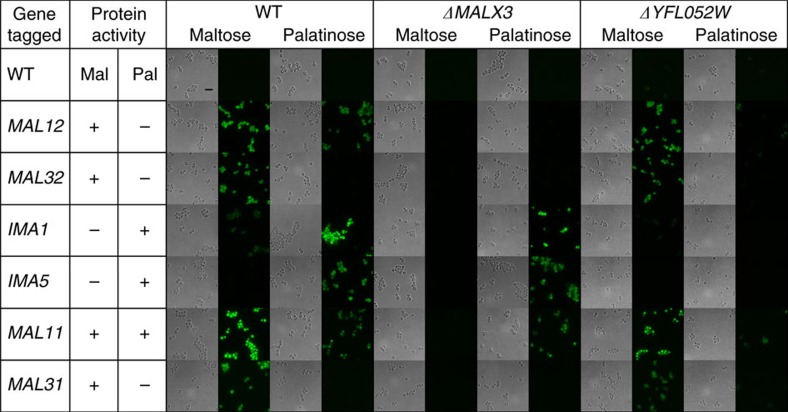
Maltose- and isomaltose-specific genes are differentially regulated. Representative brightfield and fluorescence microscopy images of yeast cells with various *MALS* or *MALT* genes fluorescently tagged are shown for wt cells (**a**) and strains carrying deletions of genes encoding transcriptional regulators (**b:** *MALX3* and **c:** *YFL052W*). Cells were grown in presence of either palatinose (α 1–6 disaccharide) or maltose (α 1–4 disaccharide) as indicated above the pictures. Gene names are listed in the first column, and protein activities towards the two types of sugars (maltose or palatinose) are indicated in the second and third columns. Scale bar is included in the upper left image and equals 10 μm. The experiment was repeated at least three times.

**Figure 2:**
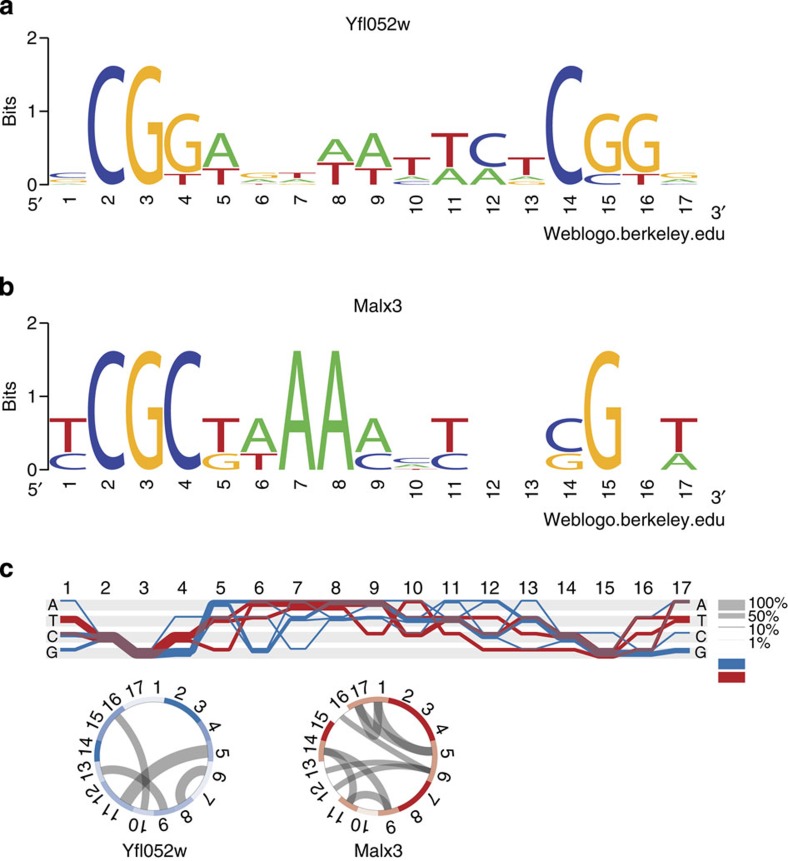
Different DNA-binding specificity of different MalR transcription factors. (**a**) Sequence logo of Yfl052w DNA-binding site CGG(9N)CGG. (**b**) Sequence logo of Malx3 DNA-binding site CGC(9N)CGN. (**c**) Sequence Diversity Diagram conveying differences and similarities between Yfl052w (blue) and Malx3 (red) binding sites. Regions where two groups overlap are shown in purple. Thickness of the line shows the relative proportion of the aligned sequences. Positions that differentiate two groups are identified by a separation of blue and red lines. The rings below are basic heatmaps in circular layout showing the information content of the positions. The more saturated the colour, the higher the information content, thus indicating conserved regions. Mutual information (MI) represents covariance of positions and is shown as grey lines inside the circles. High MI indicates the dependency of one position on another.

**Figure 3:**
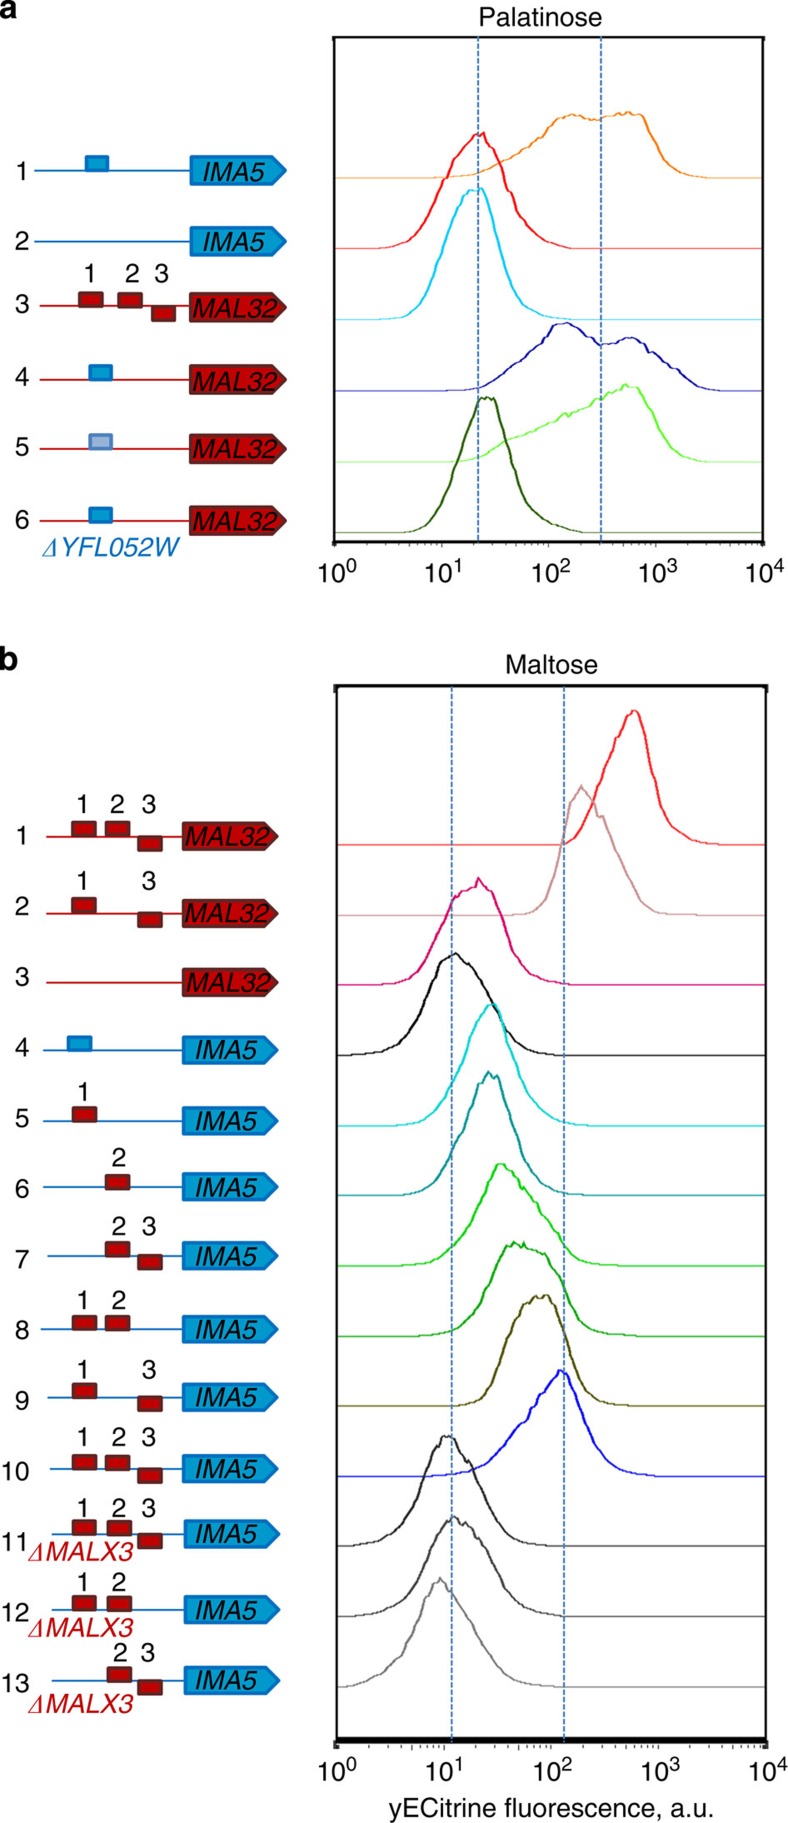
Maltose- and palatinose-specific MalR regulators have different DNA-binding sites. Representative flow cytometry histograms of populations of fluorescent reporter strains carrying different types of DNA-binding sites in the promoters of a maltose-specific gene *MAL32* (red block arrow), or a palatinose-specific *IMA5* (blue block arrow), grown in maltose or palatinose. CGG-containing binding sites found in promoters of palatinose-specific genes are depicted as blue rectangles, CGC-containing DNA-binding sites found in promoters of maltose-specific gene are depicted as red rectangles. (**a**) DNA-binding specificity of the palatinose-specific regulator Yfl052w. (1) A fluorescently tagged *IMA5* gene under its native promoter shows a normal level of *IMA5* expression activated by Yfl052w in palatinose. (2) Deletion of the Yfl052w binding site abolishes the expression of *IMA5.* (3) A fluorescently tagged maltose-specific *MAL32* under its native promoter shows no expression on palatinose and is used to quantify autofluorescence. Introduction of a Yfl052w binding site from the promoter of *IMA5* (4) or *IMA1* (5) in front of the fluorescently tagged *MAL32* gene makes the expression of this gene responsive to palatinose. (6) Deletion of *YFL052W* abolishes the expression of the *MAL32* gene from (4). (**b**) DNA-binding specificity of the maltose-specific regulator Malx3. (1) A fluorescently tagged *MAL32* under its native promoter shows a normal level of *MAL32* expression activated by Malx3 in maltose. (2) Deletion of one Malx3 binding site decreases the expression levels of fluorescently labelled *MAL32*. (3) Deletion of all three Malx3 binding sites abolishes the expression of *MAL32*. (4) A fluorescently tagged *IMA5* gene under its native promoter is used to show autofluorescence. Introduction of one (5), (6), two (7)–(9) or three (10) Malx3 binding sites in the promoter region of a fluorescently tagged *IMA5* gene makes the expression of this gene responsive to maltose, with increasing number of binding sites resulting in higher expression levels. (11)–(13) Deletion of the maltose-specific regulator *MALX3* abolishes the expression of strains from (7), (8) and (10). Each experiment was repeated at least three times with two biological replicates.

**Figure 4:**
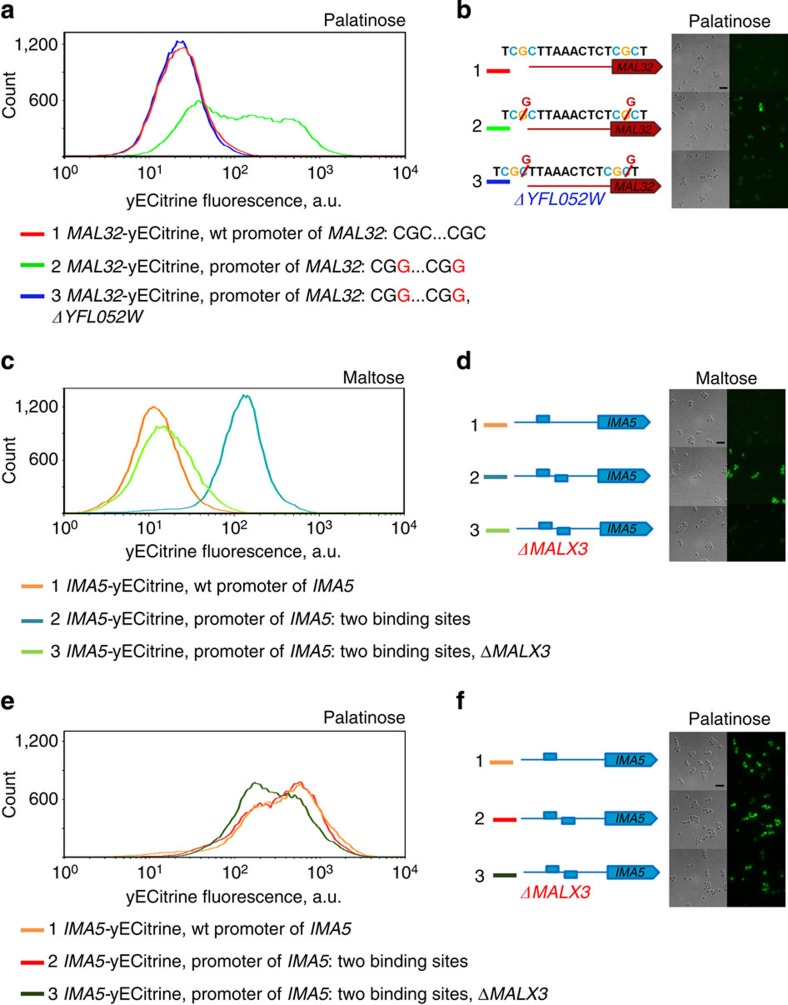
Yfl052w and Malx3 regulators show different DNA-binding specificity. (**a**) Two point mutations in a maltose-inducible promoter yield a palatinose-inducible promoter. (1) Histogram of the fluorescence signal of a strain with a yECitrine-tagged *MAL32* gene. This maltose-specific reporter gene shows no expression in palatinose and can be used to estimate the background fluorescence levels. (2) Single nucleotide C to G substitution in both CGC motifs in the upstream Malx3 binding site of the of *MAL32* promoter leads to expression of this gene in palatinose. (3) Deletion of palatinose-specific regulator Yfl052w abolishes the expression of the mutant promoter. (**b**) Fluorescence microscopy images of the same strains reported in **a.** (**c**) Increasing the number of CGG-containing binding sites in a palatinose-inducible promoter yields a promoter that is responsive to maltose. (**d**) Representative fluorescence microscopy images of the strains shown in **c** in maltose. (**e**) Increasing the number of CGG-containing binding sites does not affect the expression of the palatinose-inducible gene *IMA5* in palatinose. (**f**) Representative fluorescence microscopy images of the strains shown in **c** in palatinose. Scale bar is included in the upper left image of **b**,**d**,**f** and equals 10 μm. Each experiment was repeated at least three times with two biological replicates.

**Figure 5:**
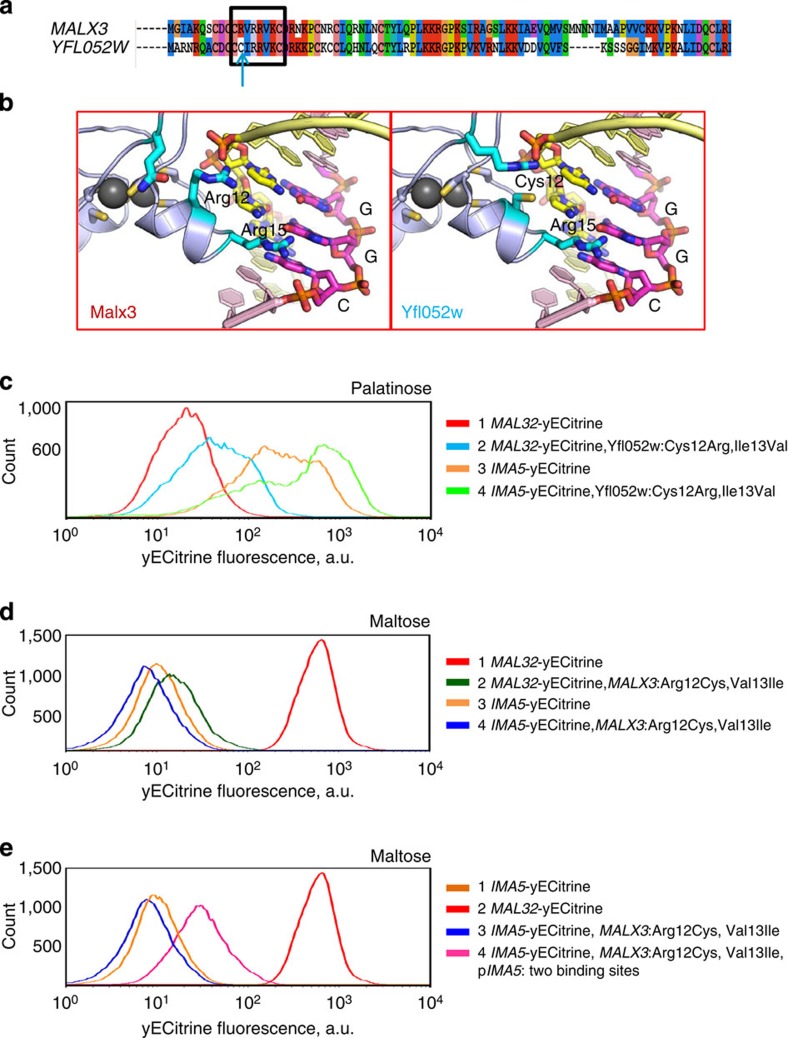
Differences in the DNA-binding domain of Malx3 and Yfl052w explain their different binding specificity. (**a**) Alignment of the Malx3 and Yfl052w DNA-binding domains. Amino acids predicted to interact with the DNA-binding site are indicated with a black rectangle. The key position 12 that differs between Malx3 and Yfl052w is highlighted with a blue arrow. (**b**) Molecular modelling of the interaction between the Zn-finger domain and its DNA-binding site. Important base pairs are represented as yellow and magenta sticks, important amino acids are represented as blue sticks. The Arg15 is shared between both transcription factors and is responsible for the recognition of the G in the middle of the CGG binding motif. Arg12 in Malx3 does not take part in recognition of the CGG motif, but Cys12 in Yfl052w does interact with the DNA and is responsible for the preference for a G nucleotide in the third position of the motif. (**c**) A mutated version of the palatinose-specific Yfl052 activator (Cys12Arg and Ile13Val) is able to partly activate the *MAL32* promoter in response to palatinose and also retains its capacity to activate the *IMA5* promoter. (**d**) A mutated version of the maltose-specific Malx3 activator (Arg12Cys and Val13Ile) is incapable to activate *MAL32* or *IMA5* in response to maltose. (**e**) A mutated version of the maltose-specific Malx3 activator (Arg12Cys and Val13Ile) is capable to partly activate an *IMA5* promoter containing an additional Yfl052w binding site. Each experiment was repeated at least three times with two biological replicates.

**Figure 6:**
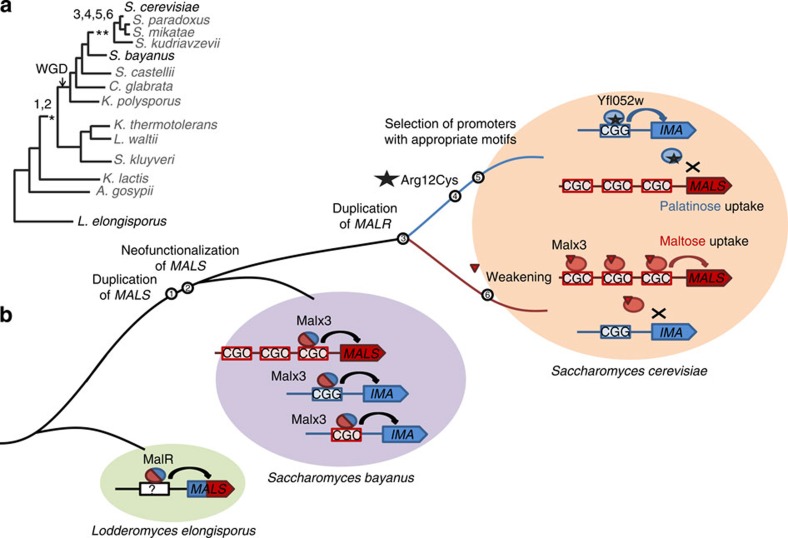
Possible evolutionary mutational path of *MAL* regulatory network diversification. (**a**) Simplified phylogenetic tree of the fungal lineage. The numbers correspond to the key evolutionary events listed in **b**. WGD denotes the documented whole-genome duplication event in the fungal lineage. (**b**) Likely evolutionary path of the *MAL* regulatory network. The path starts from the common ancestor of *L. elongisporus*, *S. bayanus* and *S. cerevisiae* and ends at the modern day *S. cerevisiae*. In the common ancestor of *L. elongisporus*, *S. bayanus* and *S. cerevisiae*, maltose and isomaltose enzymatic activities are not separated and coexist in a single ancestral MalS enzyme, which is regulated by the single promiscuous MalR regulator. In the common ancestor of *S. cerevisiae* and *K. thermotolerans*, the *MALS* genes duplicated and neofunctionalized (1, 2), so that both types of target genes (maltose and palatinose specific) are present and are regulated by one promiscuous Malx3-like transcription factor that has an Arg residue at position 12 allowing it to bind both CGG and CGC motifs. The regulation is not specific at this point, that is, palatinose- and maltose-specific genes are equally expressed in presence of their respective substrate as well as a nonspecific disaccharide (as it is in *S. bayanus*). Two separate regulatory circuits that appear around the deviation of *S. bayanus* from the *Saccharomyces* tree. The *MALR* gene is duplicated (3) and this duplication event is followed by two single-nucleotide mutations in the first positions of the Arg12 and Val13 codons, changing these to Cys and Ile in one of the paralogues (4), thus preventing it from binding CGC motifs in the promoters of maltose-specific genes. Analysis of genomes that carry only one type *MALR* gene suggests that in the ancestral yeast CGG and CGC motifs were randomly distributed among maltose- and palatinose-specific genes. This implies that these binding sites needed to change in concert with the mutations in the *MALR* paralogues, so that palatinose-specific genes only contain one CGG site, and maltose-specific genes contain three CGC motifs so that they can still be activated by the weakened Malx3 paralogue (5, 6).

How the deposited data were processed for this re-analysis (not part of the article)

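ChIP-exo was carried out on 1 Yfl052w-HA sample and 1 untagged control of S. cerevisiae grown in 2% palatinose. The authors deposited, for each sample, a list of peak pairs with the tag counts of the forward and reverse peak, their sum, the midpoint and the distance between the peaks. The deposited counts are raw numbers of tags in 10-bp peaks, with at least 2 tags on each strand and partner peaks at most 80 bp apart. They carry no normalization for depth, so samples were compared by position and by shares of each sample's tags. Libraries and SOLiD sequencing were by Peconic. The aligner, peak caller, filters and genome build of these lists are not stated in the paper or the sample labels, and neither is the handling of duplicate or multiply mapped reads. The paper's stated processing (Trim Galore, BWA, GEM) refers to its Illumina reads, which were not analysed here. A threshold of 2 tags per strand keeps many weak pairs, and 149 of the 368 Yfl052w-HA pairs had the minimum of 4 tags.

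The totals were 2963 tags in the Yfl052w-HA sample and 1592 in the control. For a share of the tags of a sample, the 95% Wilson binomial interval was computed with scipy, and the depth limit was taken as 3 tags. No listed pair has fewer than 4 tags, so the lists cannot show a share at that limit. The intervals cover the counting of listed tags only, not signals under 4 tags or duplicate reads. The totals count only tags within peak pairs, since the number of mapped reads is not in the lists. Coordinates were compared with the R64 reference (16 nuclear chromosomes, 12071326 bp, 6008 protein-coding genes). All fell within its chromosome lengths. Whether the lists count positions from 0 or 1 is not stated, which leaves positions uncertain by 1 bp.

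Yfl052w-HA pairs were called free of background when no control midpoint lay within 50 bp. Promoters were the 800 nt upstream of the translation start, after the paper's own search window. Sites were searched on both strands and counted when they lay wholly within 50 bp of a midpoint. Counts of pairs with a site, or in promoters, were compared with the share of genome positions by exact binomial tests. Yfl052w-HA and control pairs were compared by Fisher's exact test, and tags of pairs with and without a site by a permutation test of the difference in median log2 tags with 100000 resamples. Spacers of 0 to 20 nt were adjusted together by the Benjamini-Hochberg method. Peak pairs are not independent replicates, and no test between strains was possible with 1 sample each.

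The genes named in the text are those the paper names as bound or unbound, other MAL-family genes with a peak pair in their upstream window, and the genes downstream of the 10 strongest Yfl052w-HA pairs that had no control pair. A further rule, chosen after the files had been seen, added the loci with CGG(9N)CGG outside the promoters the paper names. Alternatives varied the distance to a control pair, the promoter window, the distance to a site, the minimum number of tags, the background and the strictness of the site. Merging of nearby pairs and removal of pairs near tRNA genes were added after the files had been seen.

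The counting of sites was tested on simulated data. Of 200 random sets of positions, 7 gave a p under 0.05, and with 30 pairs planted at sites the 9-nt spacer was recovered. The simulated pairs were placed independently of each other, whereas several real pairs can share a locus. This rate therefore does not cover tests that count clustered pairs. The uniqueness of promoters was taken as the percentage of their 36-mers that occur once in the genome (25-mers and 50-mers were also counted). Proteins were translated from the reference with Biopython 1.88 and compared with blastp of BLAST+ 2.17.0, and the MAL promoters were aligned with edlib 1.3.9.post1. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.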

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

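Results were flagged when the Yfl052w-HA sample had a signal at positions or sites that the paper does not discuss. Among the 10 strongest Yfl052w-HA peak pairs without a control pair, 9 lay upstream of genes the paper names. The remaining pair, at 1490300 on chromosome 4, had 21 tags (9 on the forward and 12 on the reverse strand) and lay in the upstream windows of SNA2, RBA50 and YDR524C-B. No CGG(9N)CGG was within 50 bp of it. Of the 36-mers within 100 bp, 100% occur once in the genome, a prediction written before the value was seen, so reads from another copy of the sequence are not the source. The tags of the strands did not differ (exact binomial test, p = 0.664). The control had 0 tags in pairs within 100 bp, which was largely fixed by choosing pairs without a control pair within 50 bp. The predictions on strands and on the control were written after the values were known. With 1 sample and no replicates, whether the pair recurs was not tested, and no biological explanation was tested.

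CGG(9N)CGG was found within 50 bp of 15 of the 284 Yfl052w-HA pairs that had no control pair and lay outside the promoters the paper names, against 2.78 expected. These pairs fell into 10 loci. The strongest was upstream of DIA1 (chromosome 13, 904479, 12 tags, site CGGTGTATTTTTCGG), followed by MIG2 (chromosome 7, 95514, 9 tags, sites CGGATAAATTTTCGG and CGGAGACATCCACGG), SKS1 and RMI1 (chromosome 16, 502720, 8 tags), YIL059C (chromosome 9, 247109, 7 tags), RGI2 (chromosome 9, 249154, 7 tags) and YLR046C (chromosome 12, 239234, 5 tags). The other loci, with the minimum of 4 tags each, were inside the coding sequences of ATP1, RTN1, PCL5 and HSP150. Naming these loci was decided after the files had been seen.

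Technical explanations were weighed for these loci. Placement of the pairs without regard to the site gives an exact binomial p of 2e-07, from the same count that raised the flag, so it is no separate check. A higher content of sites in promoters was tested on the 92 of these pairs in upstream windows, of which 11 had a site against 0.945 expected (exact binomial test, p = 3.36e-09); of the predictions for these loci, only this was written before its result. Background of the immunoprecipitation was tested against the control, where 1 of 164 pairs had a site (Fisher's exact test, p = 0.00795). Counting several pairs at 1 locus was tested by merging pairs within 100 bp, which left 10 of 257 loci against 2.51 expected (exact binomial test, p = 0.00026). With loci merged in both samples, the 10 of 257 loci did not differ from 1 of 134 control loci (Fisher's exact test, p = 0.106, prediction written after the counts were known). The site content of promoters therefore does not account for the excess over the genome. Background of the immunoprecipitation is not excluded once each locus is counted once. Binding of Yfl052w at some of these loci remains a hypothesis that may be worth a test in an independent sample. About 2.51 loci with a site would be present by chance. Which loci these are cannot be told. The expression of Yfl052w from the TEF promoter, which could extend binding to weaker sites, was not tested, as the design has no sample with native expression.

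A scan of the 16 combinations of CGN triplets around a 9-nt spacer, made after the files had been seen, gave CGA(9N)CGC at 22 of the 314 Yfl052w-HA pairs without a control pair, against 3.38 expected (exact binomial test, p = 8.69e-12, adjusted p = 8.61e-11), close to the 21 pairs with CGG(9N)CGG. Other combinations also had an adjusted p under 0.05. They were CGA(9N)CGG, CGC(9N)CGC, CGT(9N)CGC, CGG(9N)CGT, CGT(9N)CGG and CGA(9N)CGA, at 9 to 14 pairs each. Their adjusted p from the exact binomial test ran from 0.000724 to 0.0459. Merged within 100 bp, 11 of 265 loci had CGA(9N)CGC (exact binomial test, p = 0.000169). Leaving out pairs near tRNA genes kept 22 of 270 pairs (exact binomial test, p = 4.35e-13). In part the motif is the other strand of an extended Yfl052w site, since at IMA5 CGAGAATAATTCCGC overlaps the site CGGAATTATTCTCGG by 14 bp. With only overlaps of strict CGG(9N)CGG sites left out, 14 pairs had the motif against 3.20 expected (exact binomial test, p = 5.83e-06). Among them were pairs upstream of YHR210C (CGAGAATTTCTGCGC), YFL052W (CGAAAAAAACTCCGC), IMA5 (CGAACGCTTCTTCGC) and SNA2 (CGACTGTTTTGGCGC). The rest lay inside the coding sequences of CIN1, IDP1, SYG1 and AVT3. At YFL052W, the other strand of CGAAAAAAACTCCGC, shifted by 1 bp, reads CGG(9N)CGC, which leaving out strict CGG(9N)CGG sites does not remove. CGG(9N)CGC was found at 5 of the 314 pairs against 2.60 expected (exact binomial test, p = 0.121). In the control 4 of 164 pairs had CGA(9N)CGC, which did not differ from 22 of 314 at the level set in advance (Fisher's exact test, p = 0.0535), though by a small margin. With loci merged in both samples, 11 of 265 loci and 4 of 134 control loci had it (Fisher's exact test, p = 0.782). Background of the immunoprecipitation was therefore not excluded for the motif as a whole. The control had no pair upstream of YHR210C, YFL052W and IMA5, where 7 of the 14 pairs lay. All 14 were chosen for having no control pair within 50 bp, so this absence is in part fixed by the choice. The predictions on overlaps and on merged loci were written after the pairs had been listed, and those on tRNA genes and on background over pairs before their results. No biological explanation was tested.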

How the results depend on the processing

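The main settings, their alternatives and the mapping of samples were fixed before the processed files arrived. Merging of pairs and removal of pairs near tRNA genes were added after the data had been seen. Over the headline results, 36 of 43 alternatives gave the same outcome. The number of genes named by the paper with a peak pair (7 of 9), the excess of CGG(9N)CGG over the genome, the 9-nt spacer and the higher tags of pairs with the site held under every alternative.

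Keeping only pairs at or above the median of 5 tags lowered the number of Yfl052w-HA pairs without a control pair from 314 to 171, since the 149 pairs with 4 tags make up much of the list. With sites within 25 bp in place of 50 bp, 7 pairs had CGC(9N)CGN (exact binomial test, p = 0.245), and the odds ratio of CGG(9N)CGG against the control fell to 5.92 (Fisher's exact test, p = 0.0661); the narrower window leaves fewer sites to count. Without pairs near tRNA genes, 14 pairs had CGC(9N)CGN (exact binomial test, p = 0.129). The excess of CGC(9N)CGN held with merged loci (18 of 265, p = 0.00621), sites within 100 bp (p = 0.0160), pairs at or above the median (p = 0.0184), all pairs (p = 0.0300) and the background of upstream windows (p = 0.0355, exact binomial test for each). The excess of pairs in promoters was lost with 500-nt windows (81 pairs, p = 0.0538), with all Yfl052w-HA pairs (136 pairs, p = 0.0962) and, when pairs within 100 bp were merged, reversed in direction by a small margin (87 loci against 87.1 expected, exact binomial test for all 3, p = 1 for the merged loci). It held with 1000-nt windows (148 pairs, p = 0.0156) and grew for pairs at or above the median (88 of 171, exact binomial test, p = 5.26e-07). Merging counts promoters with many pairs once, so the excess rests on promoters such as that of IMA1 with 12 pairs. Of 53 alternatives for single promoters, 7 moved the value.

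With 1 sample per strain, leaving out each sample in turn was not possible. The replicate block was not run because each strain has 1 sample and the labels number only the tagged one. Depth limits the weak promoters: a promoter with the 5 tags seen at MAL11 is near the minimum of 4 tags for a pair, so the absence of a pair is not evidence of absence of binding.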

Differences from the paper's values

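The paper gives 1 Yfl052w binding site for each palatinose-specific gene. Counted as CGG(9N)CGG within 800 nt upstream, IMA1 had 0 sites against the paper's 1, YFL052W had 0 against the paper's 1, and IMA5 had 2 against the paper's 1. For IMA5, the site CGGTAATTGATACGG at 26214 to 26228 on chromosome 10 is the second one, and the window of 500 nt set before the files arrived gave 1 site, as in the paper. That window kept this site, 135 nt upstream, and left out the site that the paper lists, 537 nt upstream. For IMA1 and YFL052W, the gap comes from the strict pattern. The sites that the paper lists are present, but CGGTGAAATACAGGG at IMA1 ends in GGG and CGTTGTAATAATCGG at YFL052W begins with CGT. None of the alternatives set before the files arrived gave the paper's count for these genes. Windows of 500 and 1000 nt gave 0 sites for both, and 1 mismatch in the CGG triplets gave 9 sites for IMA1, 8 for YFL052W and 5 for IMA5.

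The counts of Malx3 sites also differed from the paper's. Counted as CGC(9N)CGN within 800 nt upstream, MAL11, MAL12, MAL31 and MAL32 each had 2 sites against the paper's 3. The listed site CGCTAAACACGGGGT is present in both promoters but ends in GGT, so this pattern cannot count it. Neither window set before the files arrived closed this gap, as 1000 nt gave 2 sites for each gene, and 500 nt gave 2 for MAL11, MAL12 and MAL32 and 1 for MAL31.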

Other observations

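The maltose-specific promoters also contain CGG(9N)CGG. Between MAL31 and MAL32 it is CGGAAGTTTTCGCGG (chromosome 2, 805040 to 805054), and between MAL11 and MAL12 it is CGGAAATTTTCGCGG (chromosome 7, 1076288 to 1076302). Both are on the strand opposite to a listed Malx3 site and 1 bp out of register with it. A pair of 5 tags lay 30 bp from the site at MAL11. The same pair was closer to the listed Malx3 sites CGCTAAACACGGGGT (11 bp) and CGCGAAAATTTCCGG (29 bp), so it cannot be assigned to any of these sites. No pair lay upstream of MAL31 and MAL32. The 95% Wilson intervals of the shares of the tags at MAL11 and at MAL31 and MAL32 (0.0721% to 0.394% and up to 0.129%) overlapped. Technical explanations for this absence were set out before their values were seen. Sequence shared between these promoters, which are 76.4% identical over 888 aligned positions, could keep reads from being placed, and 79.4% of the 36-mers between MAL31 and MAL32 occur once in the genome, a value between the limits set for either answer. Between MAL11 and MAL12, where a pair was found, 76.9% of the 36-mers do, so shared sequence did not prevent a pair there. For sampling at low tag counts, the Poisson probability of fewer than 2 tags on either strand was 0.524 with the means seen at MAL11 (3 and 2 tags). The absence of a pair at MAL31 and MAL32 can therefore not be told apart from sampling at the depth of MAL11. Shared sequence applies to both promoters and does not by itself set them apart, but this test cannot exclude a part of it in the absence.

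The strongest Yfl052w-HA pair without a control pair, upstream of YHR210C, was checked for artefacts. Of the 36-mers within 100 bp of it, 100% occur once in the genome (prediction written before the value was seen). Its 83 and 72 tags on the strands did not differ (exact binomial test, p = 0.422). The control had 0 tags in pairs within 100 bp, but the pair was chosen for having no control pair within 50 bp. That absence was largely fixed by the choice and is no separate check. The predictions on strands and on the control were written after the counts were known. Amplification duplicates cannot be examined in peak lists, so the pattern was not separated from that explanation.

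Upstream of IMA1, the site of Supplementary Data 1 and the sequence of the reporter primer lay 2 and 3 bp from the midpoints of separate pairs. Whether pairs are so dense there that any position lies near one was tested by shifting both sequences together along the span of the 12 pairs. Both came as close to a midpoint in 4.13% of the shifts (18 of 436), a prediction written after the distances were known. The distances suggest that either sequence may be bound, a hypothesis that the shifts do not prove. The margin below the 5% limit is small.

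CGC(9N)CGN was found at 6.05% of the Yfl052w-HA pairs without a control pair and at 6.10% of the control pairs. Pairs within 100 bp of a tRNA gene made up 14.0% of the former and 12.2% of the latter. With these left out, 14 of 270 pairs had CGC(9N)CGN against 9.30 expected (exact binomial test, p = 0.129, prediction written before the result), in line with a contribution of tRNA genes to the excess seen over all pairs. No biological explanation was tested.

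Outside the ribosomal DNA, 28 Yfl052w-HA pairs coincided with control pairs. The strongest pair of either sample was among them, at 67164 on chromosome 7 (159 tags in the control), in a repeat of ACAAC. The next, at 640010 on chromosome 10, in a repeat of AC, had 21 tags in the Yfl052w-HA sample and 26 in the control. The 101 bp around these pairs held 47.8 distinct 4-mers on average (SD 30.0), against 76.0 (SD 9.52) around the 314 other pairs. The permutation p was 1e-05, the smallest that 100000 resamples can give, for a prediction written after the sequences had been seen. Simple repeats are a candidate explanation for the shared pairs.

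In the 15 CGG(9N)CGG sites at Yfl052w-HA pairs without a control pair, T stood before the second CGG in 7, against 4.27 expected from all such sites of the genome (28.4%). The exact binomial p was 0.150, so the base composition of the sites was not excluded and no preference was shown. The prediction was written after the sites had been listed.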
